# Effect of acute noise trauma on the gene expression profile of the hippocampus

**DOI:** 10.1186/s12868-020-00599-9

**Published:** 2020-11-07

**Authors:** Chang Ho Lee, Kyung Woon Kim, So Min Lee, So Young Kim

**Keywords:** Hippocampus, Noise, Hearing loss, Microarray analysis, Genetic association studies

## Abstract

**Background:**

This study aimed to investigate the changes in the expression of hippocampal genes upon acute noise exposure.

**Methods:**

Three-week-old Sprague–Dawley rats were assigned to control (n = 15) and noise (n = 15) groups. White noise (2–20 kHz, 115 dB sound pressure level [SPL]) was delivered for 4 h per day for 3 days to the noise group. All rats were sacrificed on the last day of noise exposure, and gene expression in the hippocampus was analyzed using a microarray. Pathway analyses were conducted for genes that showed differential expression ≥ 1.5-fold and *P* ≤ 0.05 compared to the control group. The genes included in the putative pathways were measured using quantitative reverse transcription-polymerase chain reaction (qRT-PCR).

**Results:**

Thirty-eight upregulated genes and 81 downregulated genes were identified. The pathway analyses revealed that upregulated genes were involved in the cellular responses to external stimuli and immune system pathways. qRT-PCR confirmed the upregulation of the involved genes. The downregulated genes were involved in neuronal systems and synapse-related pathways, and qRT-PCR confirmed the downregulation of the involved genes.

**Conclusions:**

Acute noise exposure upregulated the expression of immune-related genes and downregulated the expression of neurotransmission-related genes in the hippocampus.

## Background

Hearing loss has been suggested to be associated with cognitive deficits [1]. Although conflicting data have been reported for the bidirectional association or the weak contribution of peripheral hearing loss to cognitive dysfunction [2, 3], many clinical studies have confirmed the effect of peripheral hearing loss on cognitive dysfunction [1]. Auditory sensory deficits and accompanying disabilities, such as communication problems and social isolation, may alter the hippocampus and result in cognitive dysfunction in patients with chronic hearing loss.

Intense noise exposure is known to cause permanent hearing loss and stress responses [4–6]. An increasing number of experimental studies have supported the association between noise exposure and cognitive dysfunction [7–9]. A study of a senescence-prone mouse model revealed that chronic noise exposure for 30 days reduced the activity of the Wnt signaling pathway and increased amyloid-beta accumulation and tau hyperphosphorylation in the hippocampus [9]. Similarly, a study of Wistar rats reported tau hyperphosphorylation and increased corticotropin-releasing factor levels after 30 days of noise exposure [7]. Although most previous studies have examined the effects of long-term noise exposure on cognitive function, a shorter duration of noise exposure for 15 days also resulted in behavioral changes and neurotransmitter changes in the hippocampus [8]. In addition, abnormal connectivity and neural activity were observed in the hippocampus after 1 day of noise exposure [10]. Another mouse study reported that a single 2-h noise exposure induced behavioral deficits and increased thioredoxin levels in postnatal day 7–15 mice [11]. Thus, acute and chronic noise exposure may be implicated in hippocampal changes related to both hearing loss and stress stimuli.

The current study hypothesized that acute noise exposure might alter gene expression in the hippocampus. By identifying altered genes, early changes in the hippocampus can be revealed and biomarkers or therapeutics can be discovered. The gene expression profile of the hippocampus was evaluated using microarray analyses immediately after exposure to intense noise stimuli to investigate early changes in the hippocampus following noise exposure, which might be attributed to stress stimuli and result in permanent hearing loss. We used 3-week-old rats to exclude the effects of aging.

## Methods

### Animal groups and noise exposure

The Institutional Animal Care and Use Committee of CHA University Medical School (IACUC190046) approved the experiments described in the present study. All experiments complied with the guidelines of the Institutional Animal Care and Use Committee of CHA University Medical School. Postnatal day 21 female Sprague–Dawley rats were used.

Thirty rats were divided into control (n = 15) and noise (n = 15) groups (Fig. 1). Rats in the noise group were exposed to 2–20 kHz, 115 dB SPL white noise for 4 h/day for 3 consecutive days. Noise was provided throughout a sound chamber via a free-field electrostatic speaker (Tucker-Davis Technologies, Alachua, FL, USA), which was located on top of the chamber. Rats remained awake during noise exposure. The control group was not exposed to noise. The control group was placed in an identical chamber to the noise group, but were not exposed to noise and were subjected to a background noise of approximately 40 – 60 dB SPL for the same duration. Both the noise and control groups were housed under identical standard conditions.

**Fig. 1:**
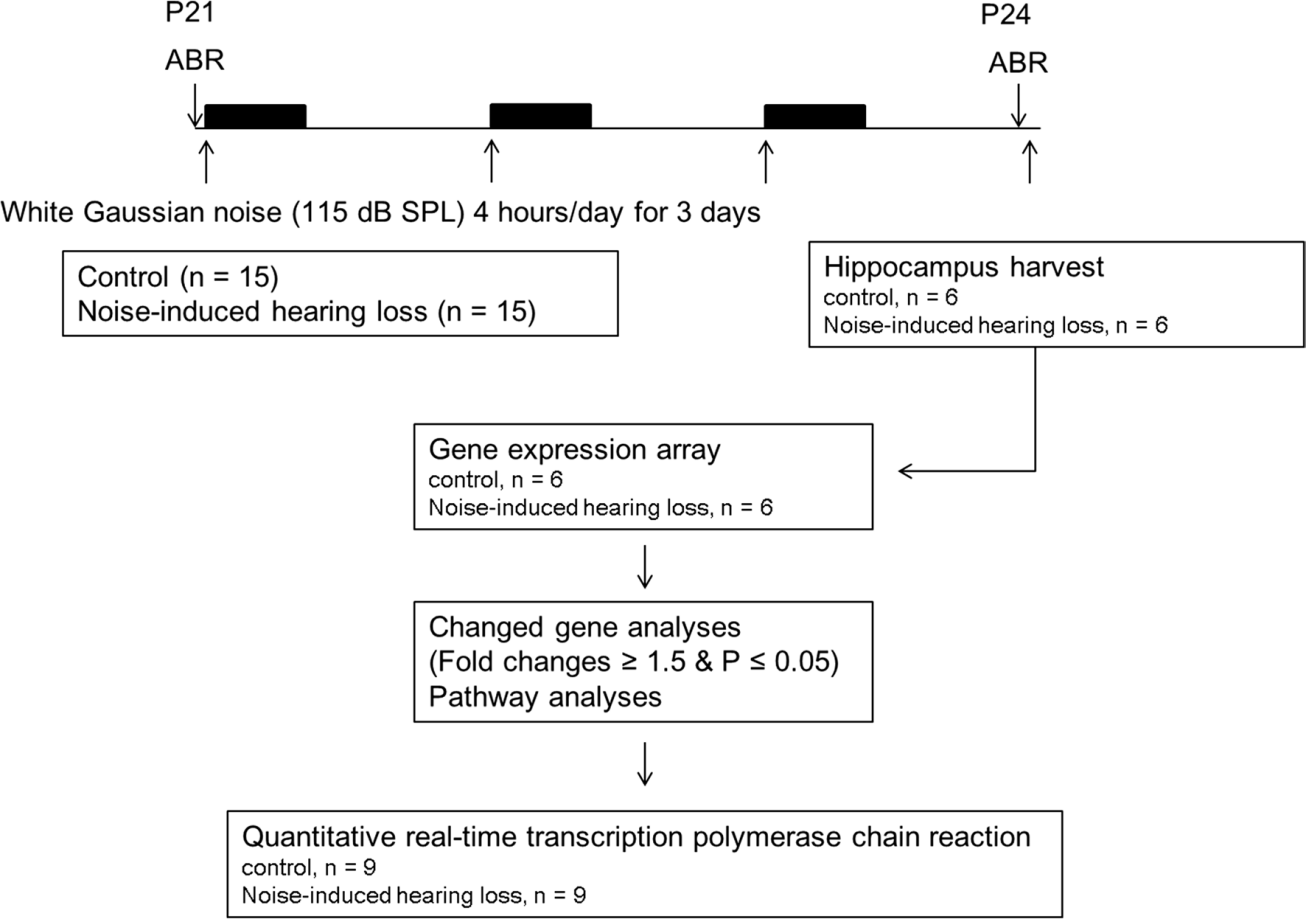
The experimental schedule of the present study. Three-week-old rats were divided into the control (n = 15) group or the noise group (n = 15). White noise was delivered for 3 days. The hippocampus was harvested from 12 rats (n = 6 rats per group) and gene expression was analyzed using a microarray. Pathway analyses were performed for the DE genes and qRT-PCR was conducted using samples from 18 rats (n = 9 rats per group)

### Auditory threshold measures

Immediately after the 3 days of noise exposure, hearing thresholds in all rats were measured by recording auditory brainstem responses (ABRs) (SmartEP; Intelligent Hearing System, Miami, FL, USA) as previously described [12, 13] (Fig. 2). After rats were anesthetized using a mixture of Zoletil (40 mg/kg) and xylazine (10 mg/kg), subdermal needle electrodes were inserted into the vertex, behind the ipsilateral pinna, and behind the contralateral pinna as a ground electrode [14]. A plastic earphone was applied to the external auditory canal and connected to an EC1 electrostatic speaker. Tone bursts (duration, 1562 µs; envelope, Blackman; stimulation rate, 21.1/s) at 4, 8, 16 and 32 kHz were delivered. The amplified evoked responses with 1,024 sweeps were averaged. The filter settings were 300 Hz on the high-pass end and 3000 Hz on the low-pass end. The initial sound intensity was 80 dB SPL and was reduced at 10 dB SPL intervals. The auditory threshold was defined as the lowest sound intensity that evoked wave II [15, 16]. If an ABR was not detected at 80 dB SPL, the hearing threshold was reported as 90 dB SPL.

**Fig. 2:**
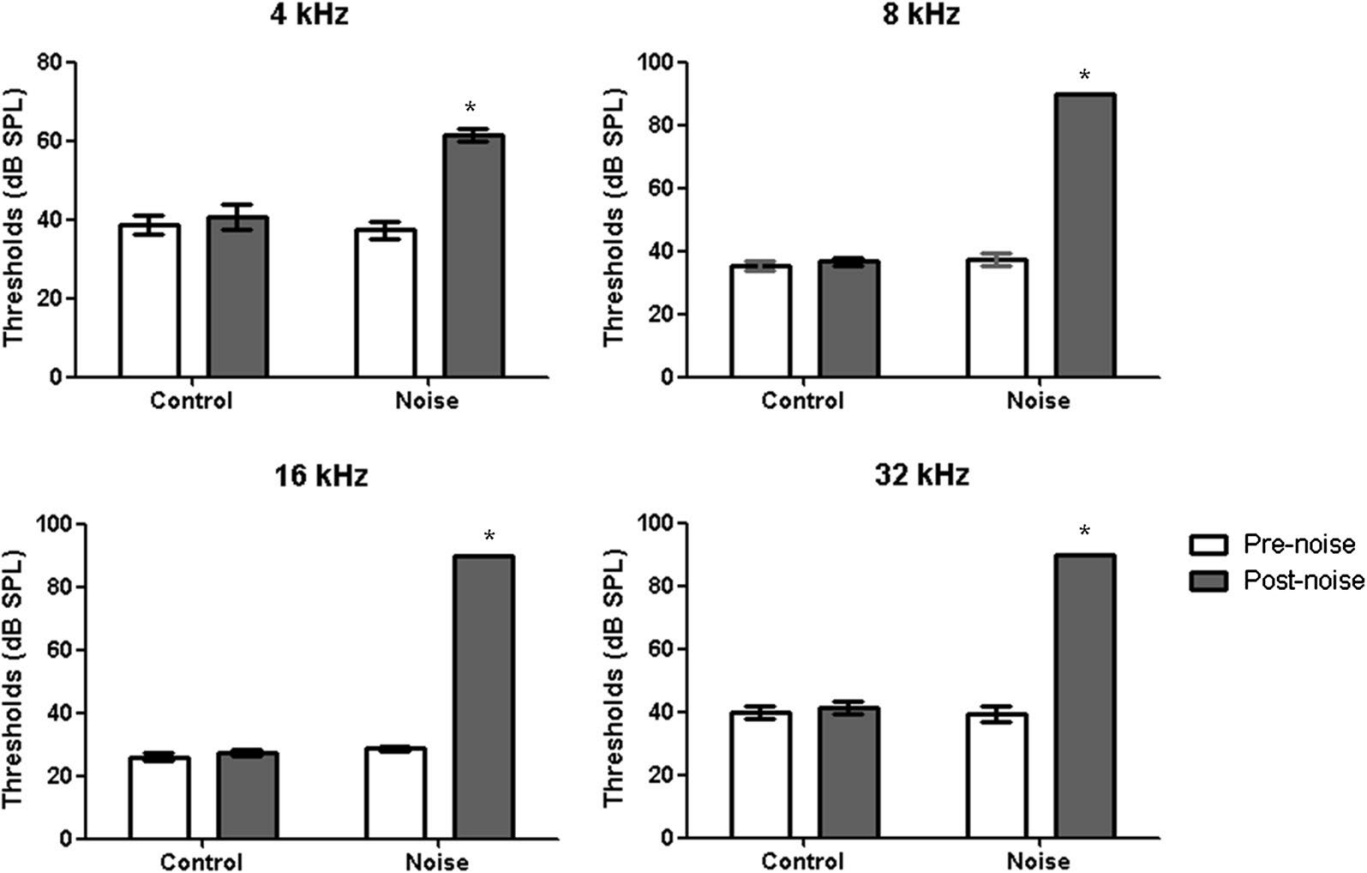
The average thresholds of the ABR after noise exposure. The average ABR thresholds at 4, 8, 16, and 32 kHz were increased in the noise group (all *P* < 0.001, independent sample *T*-test comparing post-control and post-noise)

### Microarray analyses

Six to eight hours after the ABR measurement, all rats were sacrificed and their hippocampi (n = 15 per group) and primary temporal cortices (n = 6 per group) were harvested. The euthanasia was conducted by carbon dioxide inhalation with flow rate of 5–6 L/min in 25.40 ×48.26 ×22.86 cm size cage, as previously described [17]. The dorsal cornu ammonis 3 (CA3) region of the rat hippocampus was located in a reference atlas, and identical tissue samples were dissected from adjacent regions of CA2 and the dentate gyrus [18]). The hippocampi from 12 rats (6 rats per group) were used for the microarray analysis, and the tissues from 18 rats (9 rats per group) were used for the real-time quantitative reverse transcription-polymerase chain reaction (qRT-PCR) analysis.

RNA was extracted from the hippocampal tissues using TRI reagent® (Sigma-Aldrich, St. Louis, MO, USA) [12, 13]. Two hippocampal tissue samples were pooled as a single sample for the total transcript array analysis to increase the quantity of the extracted RNA. The purified RNA was assessed for purity and quantity by measuring the ratio of the absorbance at 260/280 nm using a NanoDrop^TM^1000 spectrophotometer (Thermo Scientific, Madison, WI, USA). Only samples with a 260/280 nm ratio greater than 1.8 and a 260/230 nm ratio greater than 1.5 were eligible for inclusion in the microarray analysis. The quality of the RNA was assessed using an Agilent 2100 Bioanalyzer™ (Agilent Technologies, Santa Clara, CA, USA) ('Genomics Agilent') [19]. Only samples with an RNA Integrity Number greater than 7.0 were eligible for inclusion in the microarray analysis. No samples were excluded due to a low RNA quality. Five hundred nanograms of total RNA were used to generate cDNAs with a GeneChip WT PLUS Reagent Kit (Affymetrix Inc., Santa Clara, CA, USA). Samples were amplified using the WT amplification reagents from the GeneChip WT PLUS Kit. Following amplification, cDNA samples were purified using purification beads. Sample concentrations were determined using a 33 μg/ml/A260 constant on a NanoDrop1000 spectrophotometer. Exactly 5.5 μg of ss-cDNA were fragmented by uracil-DNA glycosylase (UDG) and apurinic/apyrimidinic endonuclease I (APE I) and labeled with terminal deoxynucleotidyl transferase (TDT) using the proprietary Affymetrix DNA labeling reagent.

The total mRNA transcripts from 6 samples (3 samples from each group, each sample was a pool of 2 hippocampal tissues, for a total of 12 hippocampi) were analyzed using the Affymetrix Rat Gene ST 2.0 array at BioCore Co., Ltd. (Seoul, South Korea). A hybridization control mixture containing B2 Control Oligo, 20 X hybridization controls (bioB, bioC, bioD, and cre), DMSO, 2 X hybridization buffer and water was added to all six samples. One hundred nine microliters of this mixture were injected into a GeneChip Rat Gene 2.0 ST Array (Affymetrix, Santa Clara, CA, USA) and placed in the Affymetrix GeneChip Hybridization Oven 640 at 45 °C and 60 rpm for 16 h. Stain cocktails (stain cocktail 1 and stain cocktail 2 [GeneChip Hybridization, Wash, and Stain Kit]) were added to amplify the signal intensities. The arrays were stained and washed in an Affymetrix GeneChip Fluidics Station 450 according to the FS450_0002 fluidics protocol. All arrays were scanned with the Affymetrix GeneChip Scanner 3000, and raw data were analyzed with Transcriptome Analysis Console™ (TAC) software. The raw data images, which contained reference intensities for each probe on the array, produced by the scanner were processed into CEL files.

The CEL files were imported into the Gene Expression Workflow in GeneSpring GX version 14.9.1 (Agilent Technologies Inc.). The Robust Multi-Array Average (RMA) algorithm (for background correction, log2 transformation, and probe set summarization) with the default settings was used in the GeneSpring software. Genes that were differentially expressed (DE) between the noise and control groups were predicted (probe sets were summarized into transcript clusters/genes). 

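The first principal component of the 29489 transcript clusters held 32.5% of the variance and placed every control array below every noise array. Its scores were -16.4, -26.8 and -10.1 for control arrays 1, 2 and 6 and 17.3, 32.7 and 3.36 for noise arrays 2, 3 and 4. The second component held 21.3% and did not separate the groups, with scores of 6.44, -24.8 and 11.9 in the control group and 10.3, -20.7 and 16.9 in the noise group. Among the lists of marker genes, the choroid plexus list differed most between arrays of the control group, with list means of 6.97, 6.52 and 5.92 on the log2 scale on control arrays 1, 2 and 6. On noise arrays 2, 3 and 4 these means were 5.62, 5.57 and 5.69.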

A principal component analysis (PCA), which reduces the dimensionality of a dataset with a large number of interrelated variables, was performed using a covariance dispersion matrix for data quality control (Fig. S1).

### Statistical analysis of microarray expression data

Independent sample T-tests were used to compare the expression of individual genes between the noise group and the control group. Differential expression was defined as an absolute fold change ≥ 1.5 and a *P* value ≤ 0.05. The input for the heatmap was the log2-transformed DE genes with an absolute fold change ≥ 1.5 and a *P* value ≤ 0.05. For these transcripts, overrepresentation analyses were conducted using ConsensusPathDB (cpdb.molgen.mpg.de). All genes measured in the microarray were provided as a list of background genes. The associated pathways were identified with Reactome and the Kyoto Encyclopedia of Genes and Genomes. Two or more involved genes and *P* < 0.05 were used as the criteria for the associated pathways. The *P* values were calculated using the hypergeometric test based on the number of physical entities present in both the predefined set and specified list of physical entities. The *P* values were corrected for multiple testing using the false discovery rate method and are presented as Q values. Only pathways related to hippocampal function were listed as the final related pathways.

### Confirmation of gene expression levels using qRT-PCR

Nine rats in each group were used for the qRT-PCR studies. qRT-PCR was performed for the DE genes involved in the altered pathways, as previously described [12, 13]. qRT-PCR was conducted according to the relevant guideline [20]. RT-PCR was performed using a ViiA7 Real-time PCR system (Applied Biosystem, Carlsbad, CA, USA) with TOPreal™ qPCR 2 × PreMIX (SYBR Green with low ROX; Enzynomics, Daejeon, Korea) and the following protocol: initial activation of HotStarTaq® DNA polymerase at 95 °C for 15 min followed by 50 cycles of 95 °C for 10 s, 60 °C for 15 s, and 72 °C for 15 s. The amplification efficiency (E) of each amplicon was determined using tenfold serial dilutions of a positive control complementary DNA (cDNA) and calculated from the slopes of the log input amounts (from 20 ng to 2 pg of cDNA), which were plotted according to the crossing point values using the formula E = 10^–1/slope^. The forward and reverse primers are listed in Table 1. All primer efficiencies were confirmed to be high (> 90%) and comparable. The calculated mRNA levels were normalized to the glyceraldehyde 3-phosphate dehydrogenase mRNA according to the formula 2^–Ct^, and expressed as a percentage of the reference gene. The gene expression levels of control rats in group 1 were estimated as the reference level of gene expression as presented in graphs of Figs. 3,4, and 5. The fold changes in gene expression levels of the noise group based on those of control group (mean of control group) were calculated. The upregulated and downregulated genes in the hippocampus were evaluated for changes in mRNA expression in the primary auditory cortex (n = 6 per group) to compare the noise exposure-induced changes in gene expression between the hippocampus and primary auditory cortex. The primary auditory cortex was localized according to the coordinates in the Paxinos and Watson atlas (A/P = -2.7 to 5.8 mm, M/L =  ± 6.4 to 8.7 mm) [21].

**Table 1:** Oligonucleotide primer sequences used for qRT-PCR

Gene	Primer sequence (forward)	Primer sequence (reverse)	Annealing temperature (°C)	Product size (bp)
*NFKBIA*	GAA AAT CTT CAG ACG CTG CCC	AGG GCA ACT CAT CTT CCG TG	60	81
*EGR1*	TCG CTC GGA TGA GCT TAC AC	CAA AAG GCT TCT CGC CTG TG	60	139
*MT1M*	CCA ACT GCT CCT GTG CCA	GCA GCT TTT CTT GCA GGA GG	60	91
*DUSP1*	GGG CAC CTC TAC TAC AAC GG	CTC GGA GAG GTT GTG ATG GG	60	104
*MT1A*	CCC AAC TGC TCC TGC TCC	ATT TGC AGT TCT TGC AGC CG	60	69
*FOS*	TAT TTT GGC AGC CCA CCG A	GCA GAC CCC CAG TCA AGT C	60	97
*MT2A*	CTG GCT CCT GCA AAT GCA AA	CAG ATG CAG CCC TGG GAG	60	102
*SLPI*	GTT CCC ATT CGT GGA CCA GT	CCC ACA CAT ACC CTC ACA ACA	60	140
*PER1*	CTG TGG GGG CCA AGA AAG AT	GGC TCC TTC CGA GGA GTT G	60	69
*COLEC10*	GAA ACC AGT TCA TCC TGC TGC	AGC AGA GCG ACC ATC AAC AT	60	76
*SYT9*	AAC TCT CGT GGT TAC CGC C	CCA GCA CAG TTT CCA AGA CAC	60	72
*SLITRK6*	CGG CTG GTA CCC TTT TGA GT	CGC GGC GCA GAA TAC AAT AG	60	100
*KCNJ16*	GGC GGC GTT TTT ATT CTC CC	TTC TTC CGT GAC ACA ACG GT	60	69
*SLC5A7*	ATC TAT GGA AAG CGC ATG GGT	TAC GCT GAT GGT AGC CCC TA	60	104
*CHRNA3*	TGT TCC AGT ACC TGT TCG AAG ATT	AGC CAC AGG TTG GTT TCC AT	60	147
*SLC4A5*	TAG AGG GTG GAC TTC TGC GA	AAT GTC TGC AAG GGA ACG GT	60	109
*SLC40A1*	GCA GCT GAC CTC ACC TAA AGA	AGG CAC AGG TGG GTT CTT G	60	115
*SLC5A3*	ACC TCC CAC GAA GGA TCA GA	AGA GCA ACT CTC CTT CGT CAC	60	76
*IGF2*	ATC TCT TTG GCC TTC GCC TT	CAG ACA AAC TGA AGC GTG TCA A	60	94
*KL*	GAC GGC ATC AAC CTT TGT GG	AAA AGC CGG ACT TGG GAA CT	60	69

*NFKBIA: nuclear factor of kappa light polypeptide gene enhancer in B-cells inhibitor, alpha; EGR1: early growth response 1; MT1M: metallothionein 1 M; DUSP1: dual specificity phosphatase 1; MT1A: metallothionein 1a; FOS: FBJ osteosarcoma oncogene; MT2A: metallothionein 2A; SLPI: secretory leukocyte peptidase inhibitor; PER1: period circadian clock 1; COLEC10: collectin subfamily member 10 (C-type lectin); SYT9: synaptotagmin IX; SLITRK6: SLIT and NTRK-like family, member 6; KCNJ16: potassium channel, inwardly rectifying subfamily J, member 16; SLC5A7: solute carrier family 5 (sodium/choline cotransporter), member 7; CHRNA3: cholinergic receptor, nicotinic, alpha 3; SLC4A5: solute carrier family 4, sodium bicarbonate cotransporter, member 5; SLC40A1: solute carrier family 40 (iron-regulated transporter), member 1; SLC5A3: solute carrier family 5 (sodium/myo-inositol cotransporter), member 3; IGF2: insulin-like growth factor 2; KL: Klotho*

**Fig. 3:**
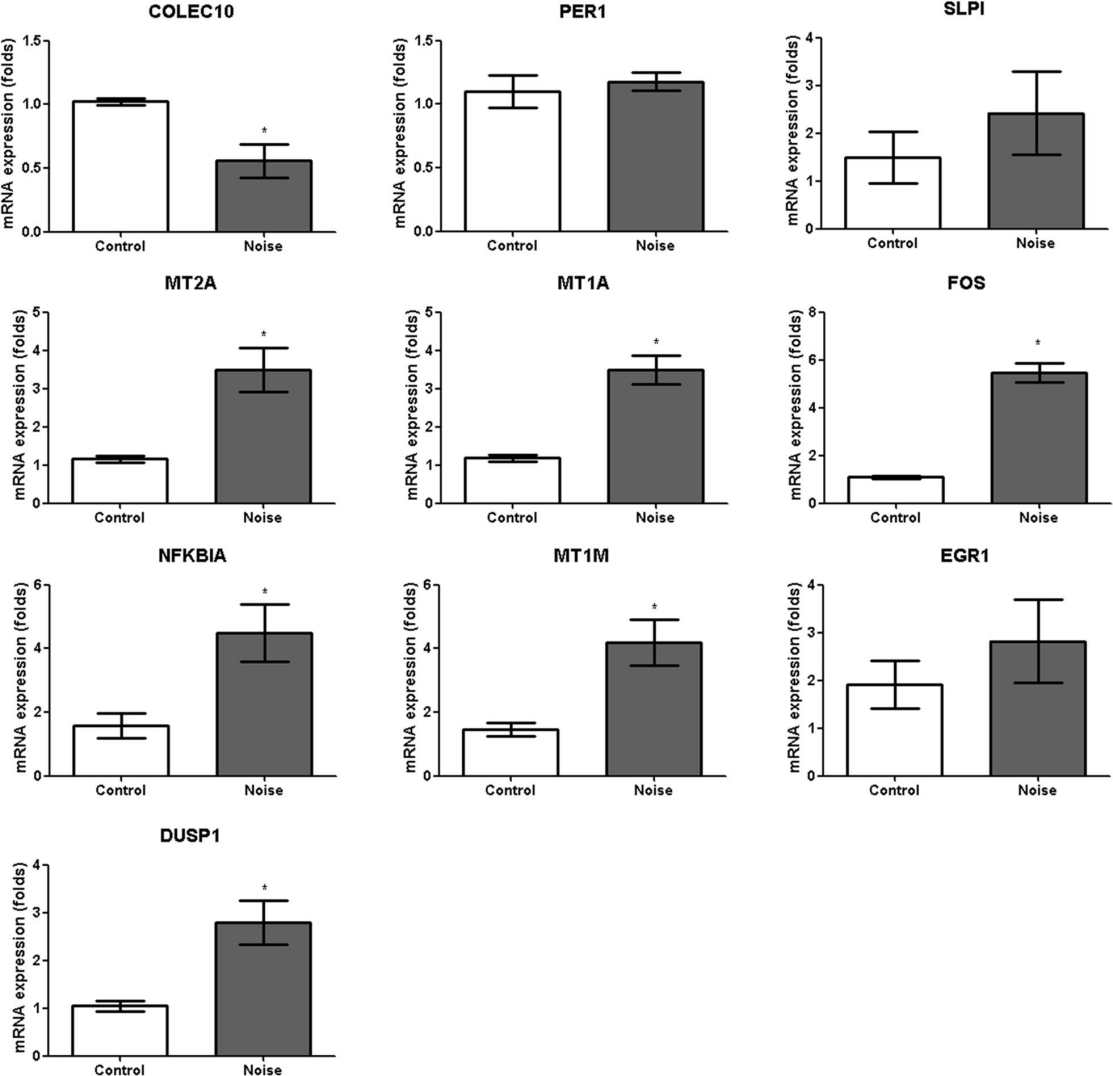
The mRNA expression levels measured using qRT-PCR. The expression of the *MT2A, MT1A, FOS, NFKBIA, MT1M*, and *DUSP1* mRNAs was increased in the noise group compared to the control group (3.00-fold (3.49/1.16) [SD = 0.58], *P* < 0.001 for *MT2A*, 2.96-fold (3.49/1.18) [SD = 0.58], *P* < 0.001 for *MT1A*, 5.01-fold (5.46/1.09) [SD = 0.41], *P* < 0.001 for *FOS*, 2.82-fold (4.48/1.59) [SD = 0.91], *P* = 0.006 for *NFKBIA*, 2.88-fold (4.20/1.46) [SD = 0.73], *P* = 0.002 for *MT1M*, and 2.66-fold (2.79/1.05) [SD = 0.46], P = 0.008 for *DUSP1*, Mann–Whitney *U* test). The levels of the *COLEC10, PER1, SLPI*, and *EGR1* mRNAs were not significantly different in the noise group compared to the control group (0.56-fold (0.56/1.00) [SD = 0.13], *P* = 0.006 for *COLEC10*, 1.17-fold (1.17/1.00) [SD = 0.07], *P* = 0.61 for *PER1*, 1.62-fold (2.42/1.49) [SD = 0.0.87], *P* = 0.60 for *SLPI*, and 1.48-fold (2.82/1.91) [SD = 0.87], P = 0.43 for *EGR1*, Mann–Whitney *U* test)

**Fig. 4:**
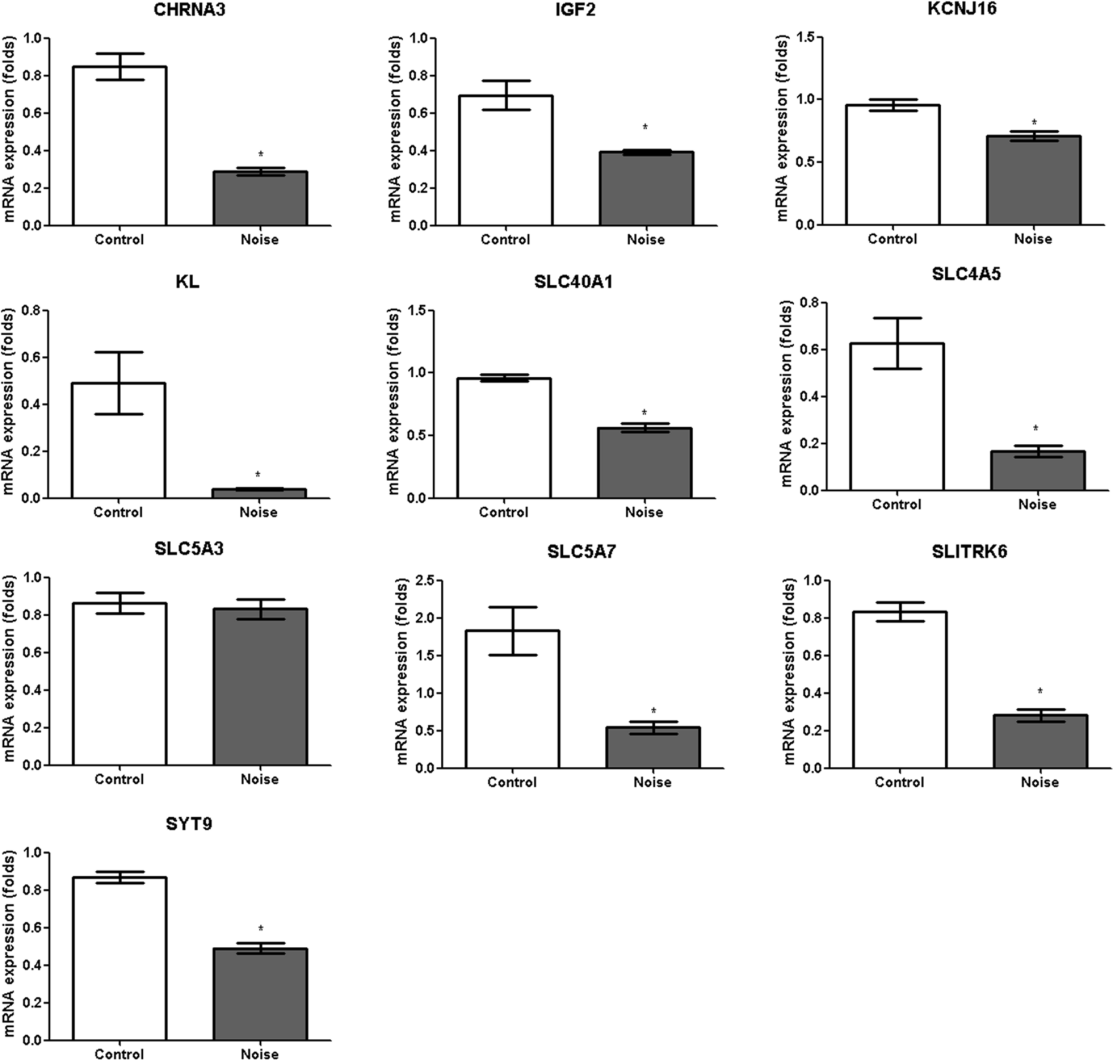
The mRNA expression levels measured using qRT-PCR. The levels of the *CHRNA3, IGF2, KCNJ16, KL, SLC40A1, SLC4A5, SLC5A7, SLITRK6,* and *SYT9* mRNAs were decreased in the noise group compared to the control group. (*CHRNA3* (0.34-fold (0.29/0.85) [SD = 0.02]), *IGF2* (0.57-fold (0.39/0.69) [SD = 0.01]), *KCNKJ16* (0.74-fold (0.71/0.96) [SD = 0.03]), *KL* (0.08-fold (0.49/0.04) [SD = 0.01]), *SLC40A1* (0.58-fold (0.56/0.96) [SD = 0.10]), *SLC4A5* (0.27-fold (0.17/0.63) [SD = 0.02]), *SLC5A7* (0.30-fold (0.54/1.83) [SD = 0.24]), *SLITRK6* (0.34-fold (0.28/0.83) [SD = 0.03]), and *SYT9* (0.56-fold (0.49/0.87) [SD = 0.02]), Mann–Whitney *U* test)

**Fig. 5:**
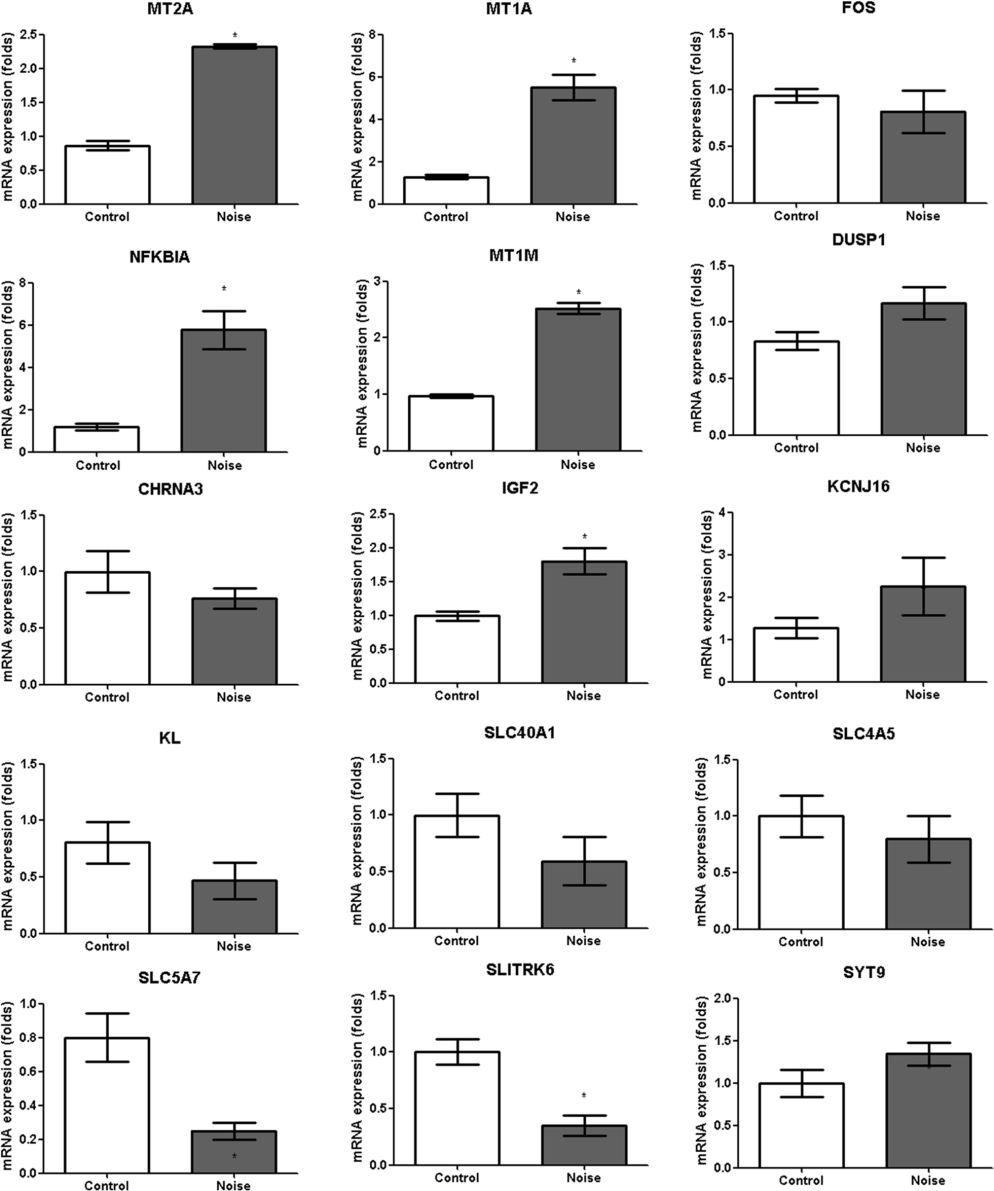
The mRNA expression levels in the temporal cortex measured using qRT-PCR. The levels of the *MT2A* (2.69-fold (2.32/0.86) [SD = 0.03], *P* = 0.002), *MT1A* (4.30-fold (5.50/1.28) [SD = 0.61], *P* = 0.002), *MT1M* (2.60-fold (2.52/0.97) [SD = 0.09], *P* = 0.002), and *NFKBIA* (4.89-fold (5.77/1.18)[SD = 0.91], *P* = 0.002) mRNAs were increased the temporal cortex of the noise group. Regarding the genes that were downregulated in the hippocampus, the levels of the *SLC5A7* (0.31-fold (0.25/0.80) [SD = 0.05], *P* = 0.004) and *SLITRK6* (0.35-fold (0.35/1.00) [SD = 0.09], *P* = 0.004) mRNAs were decreased in the temporal cortex of the noise group

### Statistical analysis

The ABR thresholds were compared between the noise and control groups using an independent sample T-test. The expression of each mRNA in the hippocampus and primary auditory cortex of the noise and control groups were compared using the Mann–Whitney U test because the data did not show a normal distribution in the Shapiro–Wilk test. The quantified data are presented as means ± standard deviations in graphs. SPSS software (ver. 21.0; IBM Corp., Armonk, NY, USA) was used for the analyses, and P ≤ 0.05 was deemed a statistically significant difference.

## Results

The mean hearing thresholds in the noise group were 61.33 dB SPL (standard deviation [SD] = 6.40), 90.00 dB SPL (SD = 0.00), 90.00 dB SPL (SD = 0.00), and 90.00 dB SPL (SD = 0.00) at 4, 8, 16, and 32 kHz, respectively. The control group had average hearing thresholds of 40.67 dB SPL (SD = 11.63), 36.67 dB SPL (SD = 4.88), 27.33 dB SPL (SD = 4.58), and 41.33 dB SPL (SD = 8.34) at 4, 8, 16, and 32 kHz, respectively.

In the microarray analyses, 38 annotated genes were significantly upregulated in the noise group compared to the control group (Additional file 1: Table S1). On the other hand, 81 annotated genes were significantly downregulated in the noise group compared to the control group (Additional file 1: Table S2). These 38 upregulated and 81 downregulated genes were used for pathway analyses of upregulated pathways and downregulated pathways, respectively.

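RNA of the hippocampus was measured on Affymetrix Rat Gene 2.0 ST arrays, which read each transcript cluster (usually a gene) through a set of short probes. There were 3 arrays from control rats and 3 from rats exposed to noise of 115 dB SPL for 4 hours per day on 3 days. Each array carried RNA pooled from 2 rats, so that 6 rats stood behind each group and the spread between arrays is that between pools. The arrays are called control 1, 2 and 6 and noise 2, 3 and 4 after their labels. The authors deposited log2 values made with the Robust Multi-Array Average (RMA), which corrects background and summarizes probes, and all arrays have nearly the same distribution with a median of 5.05. Pearson's r across clusters for pairs of arrays lay between 0.981 and 0.9905. Of the 29489 clusters, 20757 carry 1 gene symbol, 768 carry several and 7964 carry none. From these values, each cluster was compared between the groups with limma, a linear model that shares the estimate of the variance among clusters. A gene was counted at the study's thresholds, an unadjusted p of at most 0.05 and a fold change of at least 1.5, over clusters with a symbol, and p-values were also adjusted by the Benjamini-Hochberg method over all clusters. Gene symbols are given as in the files, and a gene with several clusters was read from the brightest one, apart from clusters named for their own p. The number of arrays limits the precision, and an exact two-sided permutation test of 3 arrays against 3 cannot give a p below 0.1. No detection calls were used, so dim clusters can hold background signal.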

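Genes induced by glucocorticoid hormones rose as a list in the noise group, and the largest single increase was that of the immediate early gene Fos. At the study's thresholds 61 genes were higher, and they included all 38 genes of Table S1. Fos, a subunit of the AP-1 transcription factor, was at 6.96 ± 0.17 (SD, n = 3) on the log2 scale in the noise group and at 5.29 ± 0.26 (SD, n = 3) in the control group. Ciart, a repressor of the circadian clock, was at 7.18 ± 0.19 (SD, n = 3) against 5.60 ± 0.09 (SD, n = 3). Zfp36, which encodes tristetraprolin, a protein that promotes decay of cytokine mRNAs, was 2.75-fold higher with a standard error of 0.11 on the log2 scale (adjusted p = 0.022 from limma). Ciart was 3.00-fold higher at the same adjusted p, and Fos was 3.19-fold higher with an adjusted p of 0.0501 from limma. Apold1, an immediate early gene of endothelial cells, had a log2 fold change of 0.98, and the microRNA genes Mirlet7c-2 and Mir877 had log2 fold changes of 1.14 and 1.01. Mirlet7c-2 was dim, with means of 2.28 in the control group and 3.42 in the noise group. Mir877 did not pass with the methods' t-test, and neither passed with the choroid plexus list mean as a covariate, at 0.77 for Mirlet7c-2 and 0.70 for Mir877. Of 35 glucocorticoid-induced genes, 8 were higher, none was lower and 27 did not pass the study's thresholds. Of these 35, 16 were higher and 1 was lower when adjusted over the list alone. As a list they rose by a mean of 0.37 on the log2 scale (camera, adjusted p = 1.1e-09; adjusted p = 0.038 with an estimated correlation). The study's tables hold 8 of the 35, and the other 27 had a mean of 0.14. Sgk1, a kinase induced by stress hormones, had a log2 fold change of 0.63. Of 42 immediate early genes, 6 were higher, 1 was lower and 35 did not pass. Adjusted over the list alone, 11 were higher and 2 were lower. Their mean log2 fold change was 0.23 (camera, adjusted p = 0.00011; adjusted p = 0.094 with an estimated correlation). The study's tables hold 7 of the 42, and the other 35 had a mean of 0.10. Nr4a1 had a log2 fold change of 0.57, whereas Npas4 and Arc, which neurons induce when active, had log2 fold changes of -0.69 and -0.57. The count was 97, 101, 101 and 146 without control array 1, control array 6, noise array 2 and noise array 4, 39 with the methods' t-test, 20 over the brighter part of the clusters and 217 with the choroid plexus list mean as a covariate. Without both control arrays 1 and 2, a setting chosen after the data were seen, it was 144.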

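Genes with high expression in the choroid plexus, the epithelium that secretes cerebrospinal fluid, made up most of the largest decreases. At the study's thresholds 136 genes were lower in the noise group, and they included all 81 entries of Table S2. Ttr, which encodes the thyroxine carrier transthyretin, fell by 4.26 on the log2 scale (standard error 0.77, adjusted p = 0.28 from limma). Its values were 11.7, 10.9 and 9.08 on control arrays 1, 2 and 6 and 6.36, 5.09 and 7.47 on noise arrays 2, 3 and 4. Otx2, a transcription factor of the choroid plexus, fell by 2.56, Kcnj13, a potassium channel, fell by 2.36, F5 fell by 1.67, Clic6 fell by 1.66 and Ace fell by 1.55, all on the log2 scale. Otx2, F5, Clic6 and Ace did not pass with the methods' t-test. Without control array 6 the log2 fold changes of Ttr, Otx2, Kcnj13, F5 and Clic6 were -5.00, -3.48, -3.03, -2.34 and -2.25. The value of Ttr was -3.65 without noise array 3, that of Otx2 -1.96 without control array 2 and that of Kcnj13 -1.77 without control array 1. With the choroid plexus list mean as a covariate none of the 6 passed, and Ttr had a log2 fold change of -1.92, against -0.36, -0.33 and -0.28 for Otx2, Kcnj13 and Ace and 0.17 and 0.15 for F5 and Clic6. All 6 belong to that list, whose own shift the covariate removes by construction. Of 35 choroid plexus genes, 15 were lower, none was higher and 20 did not pass. Adjusted over the list alone, 16 were lower. The list fell by a mean of 0.84 on the log2 scale (camera, adjusted p = 1.1e-09; adjusted p = 0.33 with an estimated correlation), and 6 of its members are in Table S2, while the other 29 had a mean of -0.56. Of the 19 genes on the thalamus list, 6 were lower and none was higher, with 5 lower when adjusted over the list alone. Cd244, 1 of these 6, was dim, with a mean of 3.02 over the arrays, and its use as a thalamus marker was not checked. The list had a mean change of -0.44 (camera, adjusted p = 3.5e-07, or adjusted p = 0.33 with an estimated correlation). Table S2 holds 5 of the 19, and the other 14 had a mean of -0.27. Zic1 fell by 1.09 and Lef1 fell by 0.78 on the log2 scale, and with the covariate neither passed, at -0.39 and -0.49. Of 16 medial habenula markers, 4 were lower and none was higher, also 4 when adjusted over the list alone, with a mean change of -0.34 (camera, adjusted p = 2.0e-04; adjusted p = 0.25 with an estimated correlation). Of these 16, 4 are in Table S2, and the other 12 had a mean of -0.16. Gpr151, which was dim, with means of 3.96 in the control group and 3.05 in the noise group, fell by 0.91. With the same covariate, the shifts of the thalamus and medial habenula lists were -0.01 and -0.13 (camera, adjusted p = 0.98 and 0.27). The choroid plexus list mean was lower on every noise array than on every control array, so the covariate overlaps with the group. A smaller shift with it does not show a shared source. Among other genes, the probe set of the microRNA gene Mir384 fell by 2.16 with a standard error of 0.13 (adjusted p = 0.0089 from limma). It was dim, with means of 4.94 in the control group and 2.78 in the noise group, below the array median of 5.05. Clk1, a splicing kinase, and Rsl1 fell by 1.15 and 0.77. The brighter cluster of Mtg2 had a log2 fold change of 0.01, and a dimmer one, named for its small p, fell by 0.80. Markers of excitatory neurons and astrocytes had mean changes of -0.05 and -0.08, and none of 13 and 1 of 14 passed. The count of lower genes was 231 without control array 6, 222 without noise array 4, 82 with the methods' t-test, 67 over the brighter part of the clusters and 166 without control arrays 1 and 2.

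**Figure D1:**
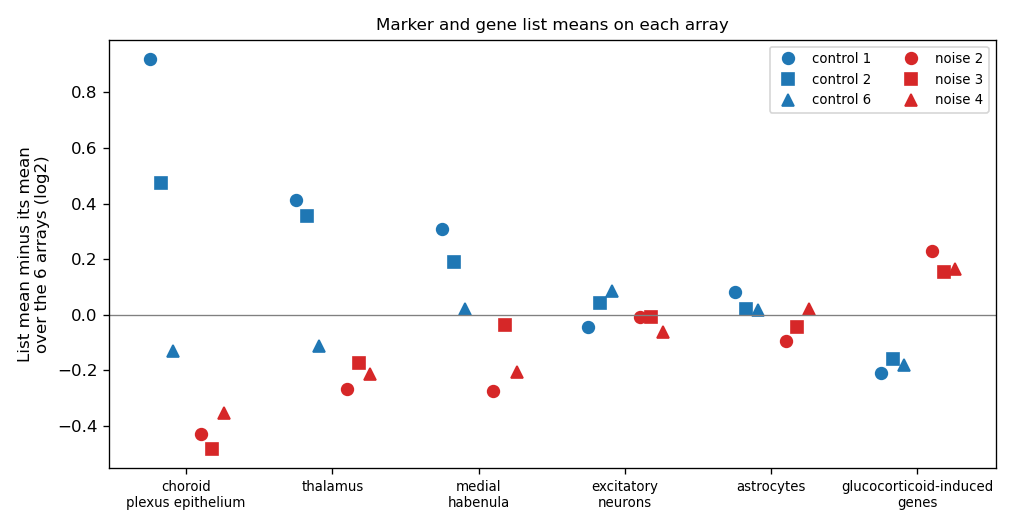
Mean of each gene list on each array, less its mean over the 6 arrays (vertical axis, log2), for the 3 control arrays in blue and the 3 noise arrays in red, and each symbol is 1 array. The choroid plexus list lies highest on control array 1, at a list mean of 6.97, and the 3 noise arrays lie between 5.57 and 5.69.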

The pathway analyses identified upregulated and downregulated pathways in the noise group (Table 2). 

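Most genes of the immune lists did not pass the thresholds, which holds for genes at large. Of all 21525 clusters with a symbol, 61 were higher and 136 were lower. Of 19 genes of complement and antigen presentation, 2 were higher and none was lower, the collectin Colec10 and the protease inhibitor Slpi. No gene was counted when adjusted over the list alone, and the list had a mean log2 fold change of 0.07 (camera, adjusted p = 0.67). Of 22 inflammatory cytokines and chemokines, none was higher or lower at the thresholds, 1 was lower when adjusted over the list alone, and the mean was -0.01 (camera, adjusted p = 0.72). Of 25 interferon response genes, Oas1b, an antiviral enzyme, was higher with a log2 fold change of 0.71, and Tlr3, a receptor for double-stranded RNA, fell by 0.86 on the log2 scale, and both passed when adjusted over the list alone. Oas1b did not pass without control array 1, at 0.57, nor with the choroid plexus list mean as a covariate, at 0.37. That list had a mean of -0.02 (camera, adjusted p = 0.99). Of 23 microglia and macrophage markers, 3 were lower and none was higher, and the same number was lower when adjusted over the list alone. Evi2b fell by 0.78 on the log2 scale, and the list mean was -0.08 (camera, adjusted p = 0.93). Of 15 MAP kinase phosphatases and feedback genes, 1 was higher and none was lower, with 2 higher and 1 lower when adjusted over the list alone and a mean of 0.16 (camera, adjusted p = 0.075, or 0.033 without noise array 2). The study chose Colec10 and Slpi from these arrays. These lists are not the pathways of Table 2, whose overrepresentation was not tested here. The immune pathways of that table also hold NFKBIA, FOS, MT2A and EGR1, which are in none of these lists and were higher on these arrays.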

The upregulated genes were related to cellular responses to external stimuli (4 involved genes, *P* < 0.001), cytokine signaling in the immune system (4 involved genes, *P* < 0.001), and the immune system (6 involved genes, *P* < 0.001). These upregulated pathways included the upregulated genes *collectin subfamily member 10 (C-type lectin) (COLEC10), period circadian regulator 1 (PER1), secretory leukocyte peptidase inhibitor (SLPI), metallothionein 2A (MT2A), metallothionein 1A (MT1A), FBJ osteosarcoma oncogene (FOS), nuclear factor of kappa light polypeptide gene enhancer in B-cell inhibitor, alpha (NFKBIA), metallothionein 1 M (MT1M), early growth response 1 (EGR1),* and *dual specificity phosphatase 1 (DUSP1)* (Table 3). On the other hand, the downregulated genes were associated with neuronal systems (5 involved genes, *P* < 0.001), solute carrier (SLC)-mediated transmembrane transport (4 involved genes, *P* < 0.001), transport of bile salts and organic acids (3 involved genes, *P* < 0.001), metal ions and amine compounds (3 involved genes, *P* < 0.001), transmission across chemical synapses (3 involved genes, *P* < 0.001), and signaling by type 1 insulin-like growth factor 1 receptor (2 involved genes, *P* < 0.001). These downregulated pathways included the downregulated genes *cholinergic receptor, nicotinic, alpha 3 (CHRNA3), insulin-like growth factor 2 (IGF2), potassium channel, inwardly rectifying subfamily J, member 16 (KCNJ16), Klotho (KL), solute carrier family 40 (iron-regulated transporter), member 1 (SLC40A1), solute carrier family 4, sodium bicarbonate cotransporter, member 5 (SLC4A5), solute carrier family 5 (sodium/myo-inositol cotransporter), member 3 (SLC5A3), solute carrier family 5 (sodium/choline cotransporter), member 7 (SLC5A7), SLIT and NTRK-like family, member 6 (SLITRK6),* and *synaptotagmin IX (SYT9)*.

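All 10 genes were higher on every noise array than on every control array. Dusp1, a phosphatase that ends MAP kinase signaling, was at 8.94 ± 0.20 (SD, n = 3) on the log2 scale in the noise group and at 7.54 ± 0.21 (SD, n = 3) in the control group. Its log2 fold change was 1.40 with a standard error of 0.15 (adjusted p = 0.092 from limma). Per1, a clock gene that glucocorticoids also induce, had a log2 fold change of 0.88 (standard error 0.10, adjusted p = 0.12 from limma). The metallothioneins, metal-binding proteins, were higher by 1.33 for Mt1a, 1.13 for Mt2A and 0.98 for Mt1m on the log2 scale, with adjusted p-values of 0.15, 0.33 and 0.34 from limma. These copies are similar in sequence, so that probes can bind more than one of them, and a second, dimmer cluster of Mt1a had a log2 fold change of 0.81 (adjusted p = 0.51 from limma). Of 5 metallothionein genes, 3 were higher, none was lower and 3 were higher when adjusted over the list alone, and Mt3, the form found in neurons and astrocytes, had a log2 fold change of 0.14. The list mean was 0.70 (camera, adjusted p = 0.00084; adjusted p = 0.33 with an estimated correlation), and the mean of the 2 genes outside the study's tables was 0.02. Slpi, Colec10 and Egr1 had log2 fold changes of 0.87, 0.76 and 0.61, with adjusted p-values of 0.33, 0.36 and 0.35 from limma. Egr1 missed the fold threshold without control array 1, control array 2 or noise array 3, at 0.54, 0.58 and 0.50, and Colec10 missed it without control array 2, at 0.55. With the choroid plexus covariate Egr1, Mt2A and Mt1m did not pass, at 0.33, 0.58 and 0.43, and neither did Colec10, whose log2 fold change was larger, at 0.84, while its p was above the threshold. With this covariate the metallothionein list had an adjusted p of 0.18 from camera. Slpi and Colec10 were dim, with control means of 3.75 and 3.74. Of 22 clock genes, 2 were higher and none was lower, with 4 higher when adjusted over the list alone and a mean of 0.17 (camera, adjusted p = 0.012; adjusted p = 0.33 with an estimated correlation), or 0.07 over the 20 outside the study's tables. Without control array 6 or noise array 3 the adjusted p of the clock list was 0.13 and 0.11. None of the 10 passed an adjusted p of 0.05. The study chose them on these arrays, so their direction is not independent evidence.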

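Decreases at the thresholds lay in at most 6 members of each synaptic or transport list, and none of these lists passed the test with camera. The lists are not the pathways of Table 2, and a mean shift does not test overrepresentation of changed genes. For comparison, 136 of all 21525 clusters with a symbol were lower. Of 356 solute carrier genes, 6 were lower, 1 was higher and 349 did not pass, with a mean log2 fold change of 0.01 (camera, adjusted p = 0.62) and none counted when adjusted over the list alone. The higher one was Slc7a12, an amino acid transporter, at 0.66. Of 26 genes of synaptic vesicle release, 1 was lower and none was higher, with a mean of -0.07 (camera, adjusted p = 0.27). None of 35 glutamate receptor and postsynaptic density genes and none of 20 GABA receptor genes passed, and their means were 0.01 and -0.05 (camera, adjusted p = 0.97 and 0.56). Of 19 cholinergic synapse genes, 2 were lower and none was higher, with 1 lower when adjusted over the list alone and a mean of -0.13 (camera, adjusted p = 0.37). Of 18 synaptic adhesion genes and 16 synaptotagmins, 1 each was lower and none was higher, with means of -0.11 and -0.03 (camera, adjusted p = 0.27 and 0.99). Of 14 inwardly rectifying potassium channels, 2 were lower and none was higher, with 3 lower when adjusted over the list alone and a mean of -0.26 (camera, adjusted p = 0.077, or 0.011 without control array 6 and 0.019 without noise array 3). Of 22 genes of insulin-like growth factor signaling, 2 were lower and none was higher, with a mean of -0.20 (camera, adjusted p = 0.27). In the vesicle, receptor, adhesion, synaptotagmin and growth factor lists no gene was counted when adjusted over the list alone.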

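All 10 genes were lower on every noise array than on every control array, and they differed in how evenly the control arrays expressed them. Kl, which encodes a protein that the choroid plexus makes in large amounts, was at 8.52, 7.27 and 5.58 on control arrays 1, 2 and 6 and at 4.64 ± 0.18 (SD, n = 3) in the noise group. It fell by 2.48 on the log2 scale with a standard error of 0.63 (adjusted p = 0.36 from limma). Slc4a5, a bicarbonate transporter of the choroid plexus, was at 7.90, 7.40 and 5.44 on the same control arrays and fell by 2.26. Without control array 6 its fold was 7.97. With the choroid plexus list mean as a covariate, the log2 fold changes of Kl and Slc4a5, which belong to that list, were -0.13 and -0.22, and neither passed. Igf2, a growth factor made by the choroid plexus and meninges, fell by 0.80, while a second cluster of Igf2 had a log2 fold change of -0.23. Chrna3, a nicotinic receptor subunit, fell by 1.17, Slitrk6, a synaptic adhesion protein, fell by 1.15, Syt9, a synaptotagmin, fell by 0.79 and Slc5a7, the choline transporter of cholinergic terminals, fell by 0.71. Chrna3, Syt9 and Slc5a7 belong to the medial habenula list and Slitrk6 to the thalamus list. Slc5a3, a myo-inositol transporter, was at 4.67 ± 0.14 (SD, n = 3) in the noise group and 5.40 ± 0.16 (SD, n = 3) in the control group. Slc40a1, the iron exporter, and Kcnj16, a potassium channel, fell by 0.64 and 0.63. Igf2 and Kcnj16 missed the fold threshold without control array 1, at -0.58 and -0.53, Kcnj16 also without noise array 2, at -0.53, and Slc40a1 without control array 2 or noise array 2, at -0.57 and -0.56. With the covariate, Chrna3, Igf2, Kcnj16, Slc5a7, Slitrk6 and Syt9 did not pass either. Of these, Igf2 also belongs to the choroid plexus list, so it was in part adjusted for itself. None of the 10 genes passed an adjusted p of 0.05 from limma, and the study chose them on these arrays.

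**Figure D2:**
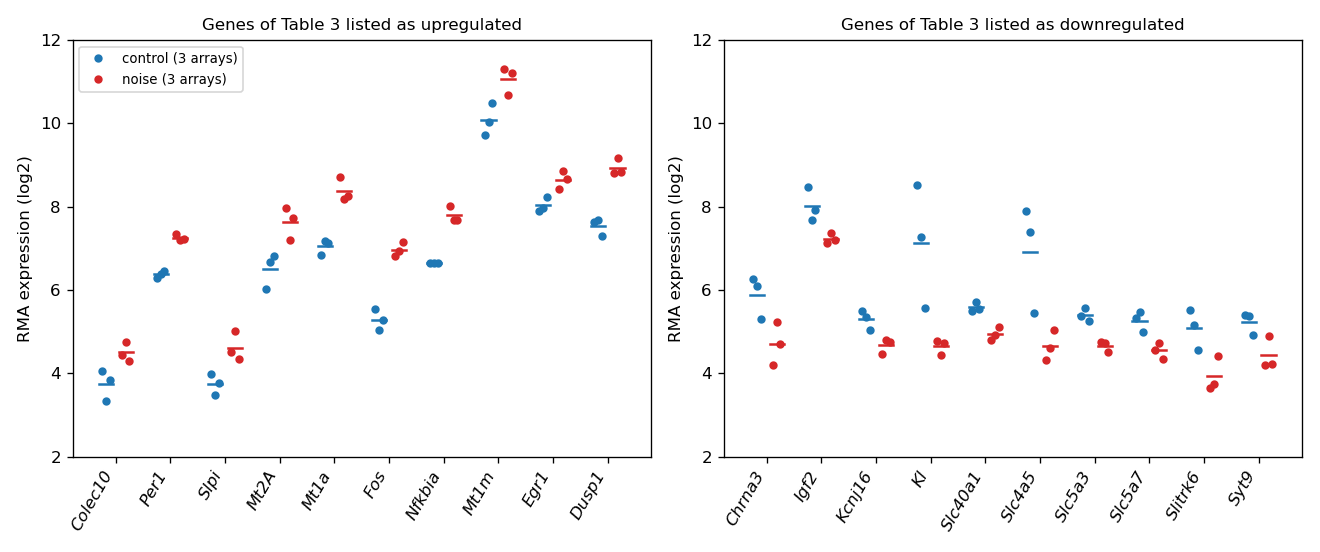
RMA expression (vertical axis, log2) of the 20 genes of Table 3 on the 3 control arrays (blue) and the 3 noise arrays (red), where each point is 1 array and each bar a group mean. Kl spans 5.58 to 8.52 in the control group.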

**Table 2:** Pathways identified as upregulated and downregulated

Pathway name	Candidate mRNAs	*P* value	Q value	Pathway source
Upregulated pathways				
Cellular responses to external stimuli	4 (*MT1M, FOS, MT2A, MT1A*)	0.000181	0.00227	Reactome
Cytokine signaling in immune system	4 (*NFKBIA, FOS, MT2A, EGR1*)	0.00027	0.00264	Reactome
Immune system	6 (*NFKBIA, SLPI, EGR1, FOS, MT2A, COLEC10*)	0.000968	0.00452	Reactome
TRAF6-mediated induction of NFκB and MAP kinases upon TLR7/8 or 9 activation	2 (*NFKBIA, FOS*)	0.00197	0.00452	Reactome
Circadian entrainment	2 (*PER1, FOS*)	0.00234	0.00452	KEGG
TNF signaling pathway	2 (*EGR1, MT2A*)	0.00306	0.00463	KEGG
Relaxin signaling pathway	2 (*NFKBIA, FOS*)	0.00424	0.00589	KEGG
Apoptosis	2 (*NFKBIA, FOS*)	0.00463	0.00626	KEGG
MAPK signaling pathway	2 (*DUSP1, FOS*)	0.0205	0.0214	KEGG
Downregulated pathways				
Neuronal system	5 (*SYT9, SLITRK6, SLC5A7, CHRNA3, KCNJ16*)	0.00000392	0.0000549	Reactome
SLC-mediated transmembrane transport	4 (*SLC5A7, SLC40A1, SLC5A3, SLC4A5*)	0.0000233	0.000152	Reactome
Transport of bile salts and organic acids, metal ions and amine compounds	3 (*SLC5A7, SLC40A1, SLC5A3*)	0.0000325	0.000152	Reactome
Transmission across chemical synapses	3 (*CLS5A7, KCNJ16, CHRNA3*)	0.000548	0.00133	Reactome
Signaling by type 1 insulin-like growth factor 1 receptor (IGF1R)	2 (*IGF2, KL*)	0.000666	0.00133	Reactome
Protein–protein interactions at synapses	2 (*SYT9, SLITRK6*)	0.00197	0.00282	Reactome
Longevity regulating pathway	2 (*KL, IGF2*)	0.00201	0.00282	KEGG
Cholinergic synapse	2 (*SLC5A7, CHRNA3*)	0.00317	0.00403	KEGG
Neurotransmitter receptors and postsynaptic signal transmission	2 (*KCNJ16, CHRNA3*)	0.00575	0.00671	Reactome

**Table 3:** The differentially expressed genes included in the pathway analyses

	Gene Symbol	Description	Fold changes	*P* value
Upregulated genes	*COLEC10*	*collectin subfamily member 10 (C-type lectin)*	1.69	0.041
	*PER1*	*period circadian clock 1*	1.84	0.000
	*SLPI*	*secretory leukocyte peptidase inhibitor*	1.83	0.025
	*MT2A*	*metallothionein 2A*	2.19	0.027
	*MT1A*	*metallothionein 1A*	2.51	0.003
	*FOS*	*FBJ osteosarcoma oncogene*	3.19	0.001
	*NFKBIA*	*nuclear factor of kappa light polypeptide gene enhancer in B-cells inhibitor, alpha*	2.21	0.000
	*MT1M*	*metallothionein 1 M*	1.98	0.029
	*EGR1*	*early growth response 1*	1.53	0.019
	*DUSP1*	*dual specificity phosphatase 1*	2.64	0.001
Downregulated genes	*CHRNA3*	*cholinergic receptor, nicotinic, alpha 3*	2.26	0.049
	*IGF2*	*insulin-like growth factor 2*	1.74	0.030
	*KCNJ16*	*potassium channel, inwardly rectifying subfamily J, member 16*	1.54	0.020
	*KL*	*Klotho*	5.57	0.045
	*SLC40A1*	*solute carrier family 40 (iron-regulated transporter), member 1*	1.56	0.005
	*SLC4A5*	*solute carrier family 4, sodium bicarbonate cotransporter, member 5*	4.78	0.044
	*SLC5A3*	*solute carrier family 5 (sodium/myo-inositol cotransporter), member 3*	1.66	0.004
	*SLC5A7*	*solute carrier family 5 (sodium/choline cotransporter), member 7*	1.64	0.014
	*SLITRK6*	*SLIT and NTRK-like family, member 6*	2.21	0.035
	*SYT9*	*synaptotagmin IX*	1.73	0.044

qRT-PCR was performed to confirm the DE genes in these pathways. Among the upregulated genes, the expression of the *MT2A, MT1A, FOS, NFKBIA, MT1M*, and *DUSP1* mRNAs was increased in the noise group compared to the control group (3.00-fold (3.49/1.16) [SD = 0.58], *P* < 0.001 for *MT2A*, 2.96-fold (3.49/1.18) [SD = 0.58], *P* < 0.001 for *MT1A*, 5.01-fold (5.46/1.09) [SD = 0.41], *P* < 0.001 for *FOS*, 2.82-fold (4.48/1.59) [SD = 0.91], *P* = 0.006 for *NFKBIA*, 2.88-fold (4.20/1.46) [SD = 0.73], *P* = 0.002 for *MT1M*, and 2.66-fold (2.79/1.05) [SD = 0.46], *P* = 0.008 for *DUSP1*) (Fig. 3). Among the upregulated genes confirmed by RT-PCR, the *FOS* mRNA exhibited the greatest difference in expression, with 5.01-fold higher levels in the noise group than in the control group (95% confidence interval [95% CI] = 4.52–6.40). Among the downregulated genes, the expression of the *CHRNA3* [0.34-fold (0.29/0.85) (SD = 0.02)], *IGF2* [0.57-fold (0.39/0.69) (SD = 0.01)], *KCNKJ16* [0.74-fold (0.71/0.96) (SD = 0.03)], *KL* [0.08-fold (0.49/0.04) (SD = 0.01)], *SLC40A1* [0.58-fold (0.56/0.96) (SD = 0.10)], *SLC4A5* [0.27-fold (0.17/0.63) (SD = 0.02)], *SLC5A7* (0.30-fold (0.54/1.83) (SD = 0.24))] *SLITRK6* [0.34-fold (0.28/0.83) (SD = 0.03]and *SYT9* [0.56-fold (0.49/0.87) (SD = 0.02)] mRNAs were decreased in the noise group (*P* < 0.01 for all genes) (Fig. 4). Among the downregulated genes confirmed by RT-PCR, the *KL* mRNA exhibited lowest expression, with 0.08-fold higher levels in the noise group than in the control group (95% CI = 0.06–0.10).

The changes in the mRNA expression of the upregulated and downregulated genes, which were confirmed using qRT-PCR, in the temporal cortex were examined using qRT-PCR (Fig. 5). The expression of the *MT2A* [2.69-fold (2.32/0.86) (SD = 0.03), *P* = 0.002], *MT1A* [4.30-fold (5.50/1.28) (SD = 0.61), *P* = 0.002], *MT1M* [2.60-fold (2.52/0.97) (SD = 0.09), *P* = 0.002], and *NFKBIA* [4.89-fold (5.77/1.18) (SD = 0.91),* P* = 0.002] mRNAs were increased in the temporal cortex of the noise group. However, the expression of the *DUSP1* [1.41-fold (1.17/0.83) (SD = 0.14), *P* = 0.13] and *FOS* [0.85-fold (0.81/0.95) (SD = 0.19), *P* = 0.24] mRNAs in the temporal cortex was not significantly different between the noise and control groups. Regarding the genes that were downregulated in the hippocampus, the expression of the *SLC5A7* [0.31-fold (0.25/0.80) (SD = 0.05), *P* = 0.004] and *SLITRK6* [0.35-fold (0.35/1.00) (SD = 0.09), *P* = 0.004] mRNAs was decreased in the temporal cortex of the noise group. However, the levels of the *CHRNA3* [0.76-fold (0.76/1.00) (SD = 0.31],) *P* = 0.31], *KCNKJ16* [1.77-fold (2.25/1.27) (SD = 0.68), *P* = 0.59], *KL* [0.58-fold (0.47/0.81) (SD = 0.16), *P* = 0.24], *SLC40A1* [0.59-fold (0.59/1.00) (SD = 0.21), *P *= 0.13], *SLC4A5* [0.80-fold (0.80/1.00) (SD = 0.20), *P* = 0.39], and *SYT9* [1.34-fold (1.34/1.00) (SD = 0.13), *P* = 0.38] mRNAs in the temporal cortex were not significantly different between the noise and control groups. The expression of the *IGF2* mRNA was increased in the primary auditory cortex of the noise group [1.80-fold (1.80/1.00) (SD = 0.47), *P* = 0.003].

## Discussion

The present study examined changes in gene expression in the hippocampus after noise exposure. The sufficiently intense noise stimuli induced large hearing threshold shifts, as evidenced by changes in the ABR thresholds. 

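Genes of apoptosis and neurogenesis gave few changes in the same comparison. Of 25 apoptosis genes, Bax, which opens the mitochondrial membrane in cell death, was higher, with a log2 fold change of 0.72 (adjusted p = 0.43 from limma), none was lower and 24 did not pass. Bax did not pass without control array 1, control array 2 or noise array 3, at 0.59, 0.61 and 0.48, nor with the methods' t-test, and with the choroid plexus covariate its value was 0.07. Adjusted over the list alone no apoptosis gene was counted, and the list mean was -0.06 (camera, adjusted p = 0.22). The apoptosis pathway of Table 2 rests on NFKBIA and FOS. Neither is in this list, and they were higher here, with log2 fold changes of 1.14 and 1.67. Of 24 neurogenesis genes, Npas4 was lower, none was higher and 23 did not pass, with 1 lower when adjusted over the list alone and a mean of -0.11 (camera, adjusted p = 0.044; adjusted p = 0.27 with an estimated correlation). Without control array 1, 2 or 6 or noise array 2 that adjusted p was 0.076, 0.051, 0.061 and 0.15, and it was 0.095 over the brighter part of the clusters and 0.36 with the choroid plexus list mean as a covariate. The tables of the study hold Npas4, and the other 23 genes had a mean of -0.08. Npas4 missed the fold threshold without control array 2, at -0.54, and did not pass with the choroid plexus covariate, at -0.51. From the genes past its thresholds the paper identified pathways (Table 2) and the genes in them (Table 3), which it then measured by qRT-PCR, and it states that noise raised genes of inflammation, immunity and apoptosis and lowered genes of neurotransmission and synapses.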

Acute traumatic exposure to noise increased the expression of genes related to the inflammatory response, immune system, and apoptosis and decreased the expression of genes associated with neurotransmission and synapses in the hippocampus. In particular, the greatest changes in expression were observed for the *FOS* and *KL* mRNAs in the hippocampus following noise exposure. 

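Among clusters with a single gene symbol, Fos had rank 1 of all increases and Ciart rank 2. Among the decreases Ttr had rank 1, Otx2 rank 2 and Kl rank 4, or rank 3 among those that passed the study's thresholds. With the methods' t-test Otx2 did not pass, and Kl had rank 2 after Ttr among those that passed. Otx2 was 5.88-fold lower and Kl 5.57-fold lower in the noise group. The fold of Kl was 3.44 without control array 1 and 9.53 without control array 6. With the choroid plexus covariate, the mean of a list that holds Kl itself, it was 1.09. Kl fell by more than Otx2 without control array 2, with log2 fold changes of -2.40 and -1.96, and without noise array 3, with -2.38 and -2.18. The ranks of Ttr, Otx2 and Kl rest on control arrays that differed from each other, with SDs of 1.35, 1.62 and 1.48 on the log2 scale.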

*FOS* expression was increased, while *KL* expression was reduced in the noise group. To our knowledge, no previous study has conducted a microarray analysis of the hippocampus after noise exposure.

Genes related to neurotransmission and synapses were downregulated after noise exposure in the present study. Consistent with the results of the present study, several previous studies have reported the suppression of neurogenesis in the hippocampus following noise exposure [22, 23]. Moreover, although data from gene expression microarrays of the hippocampus after noise exposure are lacking, a number of previous studies have reported changes in gene expression after exposure to other types of stress. Acute restraint stress upregulated the expression of genes related to neurogenesis and neuronal protection, including *Ttr, Rab6, Gh, Prl, Ndufb9* and *Ndufa6*, in mice [24]. This upregulation of genes related to neurogenesis and neuronal protection might be a compensatory response to acute stress. On the other hand, chronic restraint stress for 4 weeks reduced neurogenesis by downregulating the expression of the brain-specific transcription factor neuronal PAS domain protein 4 [25]. Likewise, the downregulation of genes involved in neurogenesis and synaptic factors was observed in mice after 7 days of restraint stress [26]. Therefore, we presumed that long-term or intense stress impairs neurogenesis and induces neuronal injury.

Among the downregulated genes identified in the noise group, the expression of *KL* exhibited the greatest decrease in the present study. *KL* encodes a type I single-pass transmembrane protein [27] that is secreted into the extracellular space, cerebrospinal fluid, and blood serum. *KL* is expressed at high levels in the choroid plexus in the lateral ventricle and is detected throughout the brain, including the hippocampus [28]. *KL* has been reported to be associated with aging and Alzheimer’s disease [29]. Several putative mechanisms have been suggested for the anti-aging and neuroprotective effects of KL. KL affects the Akt and ERK signaling pathways and thereby promotes the maturation of primary oligodendrocytic progenitor cells and myelination in a study using knockout mice [30]. In addition, KL increases erythropoietin (Epo) receptor expression, which promoted Jak2 and Stat5 phosphorylation and provides neuroprotection from peroxide-induced cytotoxicity in vitro [31]. *KL* knockout mice show elevated levels of proinflammatory factors and macrophage infiltration in the choroid plexus [32]. Overexpression of the secreted form of KL in the hippocampus reverses aging-related effects and cognitive dysfunction in mice [33]. Thus, KL potentially represents a protective or therapeutic target for hippocampal or cognitive dysfunction following noise-induced hearing loss.

Genes involved in the cellular responses to external stimuli and the immune system were upregulated after noise exposure in the present study. A study with restrained rats reported the upregulation of genes involved in the responses to stimuli and extracellular matrix receptor interaction pathways in the hippocampus [34]. However, genes related to the immune system process were downregulated in that study [34], in contrast to the results in the present study. This discrepancy might be due to the chronicity and types of stress stimuli, which persisted for more than 7 days in the study of rats subjected to restraint stress. The immune system might be suppressed after chronic stress, while it is potentially activated in the acute phase of stress exposure. 

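Of 24 genes of the NF-kappaB pathway, 1 was higher, none was lower and 23 did not pass the study's thresholds. Adjusted over the list alone, 1 was higher and 1 was lower. Nfkbia, the inhibitor that holds NF-kappaB in the cytoplasm, was at 7.79 ± 0.19 (SD, n = 3) on the log2 scale in the noise group and 6.64 ± 0.01 (SD, n = 3) in the control group. Its log2 fold change was 1.14 with a standard error of 0.12 (adjusted p = 0.073 from limma). Nfkb1 and Rela, which encode subunits of the transcription factor, had log2 fold changes of -0.47 and 0.07, with adjusted p-values of 0.33 and 0.84 from limma. The list mean was 0.0035 (camera, adjusted p = 0.93), and its median was -0.04.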

In the present study, NFκB pathway-related genes, including *NFKBIA*, were upregulated in the noise group. Similarly, NFκB pathway genes, including *NFKBIA, RELA* and *NFKB1,* were upregulated after restraint stress in mice [35].

Interestingly, *FOS* expression exhibited the greatest increase following noise exposure in this study. *FOS* is an immediate-early gene, and its expression is increased following stress exposure [36]. Under stress conditions, *FOS* expression is induced by the increased level of glucocorticoid hormones, which have been shown to activate the cascades of extracellular signal-regulated kinase mitogen-activated protein kinase (ERK/MAPK) signaling involving ERK1/2, mitogen- and stress-activated kinase 1 (MSK1), and ETS domain protein-1 (ELK1) [37]. However, the corticosterone level was not increased until 2 weeks after noise exposure and gradually decreased below the control levels at 2–10 weeks after noise exposure [38]. Thus, the stress hormone response might not be the sole putative mechanism responsible for hippocampal changes following noise exposure. In addition to the stress component due to noise exposure, auditory deprivation might affect the changes in the hippocampus observed in the present study. In support of this hypothesis, the primary temporal cortex and the hippocampus exhibited changes in gene expression after acute noise exposure in the present study. Auditory processing has been suggested to be modulated by the hippocampal circuit and the central auditory pathways [39]. Dysregulation of the hippocampal circuit connected to the auditory system was suggested to be related to tinnitus and hyperacusis [40]. In addition, the hippocampus is even more vulnerable to noise exposure than the auditory cortex [41]. Indeed, not all the upregulated or downregulated genes in the hippocampus exhibited changes in mRNA expression in the primary auditory cortex in the present study. The expression of the *FOS* and *KL* mRNAs was not altered in the primary auditory cortex in the noise group in the present study. The decrease in neurotransmission and synapses might be attributed to the decreased activity of the auditory processing circuit in the hippocampus.

Although behavioral changes were not examined in this study, a previous study reported behavioral changes in habituation memory and exploratory activity, anxiety-related behavior, and the memory of an aversive experience, all of which are known to depend on the hippocampus [11]. The acute noise-induced hearing loss model minimized confounding factors due to other environmental factors, such as aging, and revealed the early effects of noise on changes in gene expression in the hippocampus. However, although all rats were housed under identical standard conditions, we were unable to exclude the possible heterogeneous response to noise exposure in this study. Moreover, temporal changes in both upregulated and downregulated genes in the hippocampus according to the duration of deafness warrant further study. In addition, the cell types and changes in protein expression were not specifically determined in this study. Further studies are warranted to resolve the limitations of the present study.

## Conclusions

Acute noise exposure induced changes in gene expression in the hippocampus. Genes associated with the immune system, including *FOS*, and the cellular response to external stimuli were upregulated after noise exposure. On the other hand, genes related to neurotransmission and synapses, such as *KL*, were downregulated following noise exposure.

## Supplementary information

**Additional file 1:** **Table S1.** Genes that were upregulated by noise exposure by at least 1.5-fold with *P*≤0.05 in microarray analyses of the hippocampus. **Table S2.** Genes that were downregulated by noise exposure by at least 1.5-fold with *P*≤0.05 in microarray analyses of the hippocampus.

## Data Availability

The data used in our study are available from the authors upon reasonable request. The data were deposited in the GEO database (GSE140087, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE140087).

## Abbreviations

qRT-PCR: Quantitative reverse transcription-polymerase chain reaction
COLEC10: Collectin subfamily member 10 (C-type lectin)
PER1: Period circadian regulator 1
SLPI: Secretory leukocyte peptidase inhibitor
MT2A: Metallothionein 2A
MT1A: Metallothionein 1A
FOS: FBJ osteosarcoma oncogene
NFKBIA: Nuclear factor of kappa light polypeptide gene enhancer in B-cell inhibitor, alpha
MT1M: Metallothionein 1 M
EGR1: Early growth response 1
DUSP1: Dual specificity phosphatase 1
CHRNA3: Cholinergic receptor, nicotinic, alpha 3
IGF2: Insulin-like growth factor 2
KCNJ16: Potassium channel, inwardly rectifying channel, subfamily J, member 16
KL: Klotho
SLC40A1: Solute carrier family 40 (iron-regulated transporter), member 1
SLC4A5: Solute carrier family 4, sodium bicarbonate cotransporter, member 5
SLC5A7: Solute carrier family 5 (sodium/choline cotransporter), member 7
SLITRK6: SLIT and NTRK-like family, member 6
SYT9: Synaptotagmin IX
SLC5A3: Solute carrier family 5 (sodium/myo-inositol cotransporter), member 3
MSK1: Mitogen- and stress-activated kinase 1
ELK1: ETS domain protein-1
ABRs: Auditory brainstem responses
CA3: Cornu ammonis 3
DE: Differentially expressed
SD: Standard deviation

# Supplementary material for: Effect of acute noise trauma on the gene expression profile of the hippocampus
**Source:** BMC Neurosci. 2020 Nov 7;21:45. doi: 10.1186/s12868-020-00599-9
**Supplement:** Supplementary file 1 — Additional file 1: Table S1. Genes that were upregulated by noise exposure by at least 1.5-fold with P≤0.05 in microarray analyses of the hippocampus. Table S2. Genes that were downregulated by noise exposure by at least 1.5-fold with P≤0.05 in microarray analyses of the hippocampus.

**Table S1** Genes that were upregulated by noise exposure by at least 1.5-fold with P ≤ 0.05 in microarray analyses of the hippocampus

| **Gene Symbol** | **Description** | **Fold change** | **P-value** |
| --- | --- | --- | --- |
| *FOS* | *FBJ osteosarcoma oncogene* | 3.19 | 0.001 |
| *CIART* | *circadian associated repressor of transcription* | 3.00 | 0.000 |
| *ZFP36* | *zinc finger protein 36* | 2.75 | 0.000 |
| *DUSP1* | *dual specificity phosphatase 1* | 2.64 | 0.001 |
| *MT1A* | *metallothionein 1a* | 2.51 | 0.003 |
| *NFKBIA* | *nuclear factor of kappa light polypeptide gene enhancer in B-cells inhibitor, alpha* | 2.21 | 0.000 |
| *MIRLET7C-2* | *microRNA let7c-2* | 2.20 | 0.049 |
| *MT2A* | *metallothionein 2A* | 2.19 | 0.027 |
| *APOLD1* | *apolipoprotein L domain containing 1* | 1.98 | 0.004 |
| *MT1M* | *metallothionein 1M* | 1.98 | 0.029 |
| *LOC100911408* | *nidogen-2-like* | 1.86 | 0.024 |
| *OLR137* | *olfactory receptor 137* | 1.85 | 0.041 |
| *PER1* | *period circadian clock 1* | 1.84 | 0.000 |
| *HIST1H2AF* | *histone cluster 1, H2af* | 1.83 | 0.004 |
| *SLPI* | *secretory leukocyte peptidase inhibitor* | 1.83 | 0.025 |
| *LOC684681* | *similar to Histone H1.2 (H1 VAR.1) (H1c)* | 1.81 | 0.003 |
| *OLR1236* | *olfactory receptor 1236* | 1.71 | 0.026 |
| *COLEC10* | *collectin sub-family member 10 (C-type lectin)* | 1.69 | 0.041 |
| *VOM1R92* | *vomeronasal 1 receptor 92* | 1.67 | 0.015 |
| *LOC102552542; LOC102550512; LOC102550416* | *small proline-rich protein 2D-like; small proline-rich protein 2I-like [Source:RGD Symbol;Acc:7654558]* | 1.67 | 0.007 |
| *OLR1406* | *olfactory receptor 1406* | 1.67 | 0.043 |
| *RCCD1* | *RCC1 domain containing 1* | 1.64 | 0.013 |
| *OLR220* | *olfactory receptor 220* | 1.64 | 0.007 |
| *KRT81* | *keratin 81, type II* | 1.64 | 0.031 |
| *MIR382* | *microRNA 382* | 1.63 | 0.006 |
| *OAS1B* | *2-5 oligoadenylate synthetase 1B* | 1.63 | 0.025 |
| *KLRC2; KLRC3* | *killer cell lectin-like receptor subfamily C, member 2; killer cell lectin-like receptor subfamily C, member 3* | 1.61 | 0.020 |
| *CSRNP1* | *cysteine-serine-rich nuclear protein 1* | 1.60 | 0.050 |
| *OLR346* | *olfactory receptor 346* | 1.60 | 0.041 |
| *SLC7A12* | *solute carrier family 7 (cationic amino acid transporter, y+ system), member 12* | 1.58 | 0.034 |
| *OLR329* | *olfactory receptor 329* | 1.58 | 0.035 |
| *RGD1566184* | *similar to Testis derived transcript* | 1.58 | 0.041 |
| *LOC690655* | *similar to High mobility group protein 1 (HMG-1) (High mobility group protein B1) (Amphoterin) (Heparin-binding protein p30)* | 1.57 | 0.006 |
| *OLR1104* | *olfactory receptor 1104* | 1.56 | 0.004 |
| *ARRDC4* | *arrestin domain containing 4* | 1.55 | 0.002 |
| *SGK1* | *serum/glucocorticoid regulated kinase 1* | 1.54 | 0.020 |
| *LOC685699* | *hypothetical protein LOC685699* | 1.54 | 0.018 |
| *EGR1* | *early growth response 1* | 1.53 | 0.019 |

**Table S2** Genes that were downregulated by noise exposure by at least 1.5-fold with P ≤ 0.05 in microarray analyses of the hippocampus

How the deposited data were processed for this re-analysis (not part of the article)

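Hippocampal RNA of control rats and of rats exposed to noise was measured on Affymetrix Rat Gene 2.0 ST arrays, 3 per group, each with RNA pooled from 2 rats. The authors imported the scans into GeneSpring GX and made log2 values with the Robust Multi-Array Average at default settings. These deposited log2 values were used as they stand. The authors also deposited, for each cluster, a fold change and log ratio between group means and a p-value. Their p-values equal those of an equal-variance t-test to within 2.2e-05. The deposited workbook lists 544 clusters at the fold threshold and 251 at both thresholds. The series matrix holds the same values as the workbook to within 8.9e-16.

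Only the left-hand columns of the workbook (probe set, description, gene symbol and values) were used. Its right-hand annotation block does not belong to the same rows. Of 15130 rows with a symbol on the left and one in the transcript description on the right, 1 was equal. Neighbouring probe set numbers shared a chromosome in 98.1% of cases by the left-hand symbol, looked up in the RefSeq table of assembly GRCr8, and in 7.99% by the right-hand column. The column headings for the fold change name another comparison, but the values are noise less control. No genome was used here and no coordinates are given. The RefSeq table was used only for gene names, and 16817 clusters have a symbol in it.

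Each of the 29489 clusters was tested with limma 3.58.1 in R 4.3.3, with lmFit and eBayes on the 6 arrays and the group as the only term; the prior had 3.47 degrees of freedom. No cluster was filtered out. Genes were counted at an unadjusted p of 0.05 and a fold change of 1.5, and Benjamini-Hochberg adjusted p-values were taken over all clusters. Before the data were examined, 798 list entries of marker and pathway genes were written down. Of these, 748 matched a cluster by symbol, 8 by synonym and 42 did not match. The study's tables of changed genes, made from these same arrays, had been read by then. Lists that hold their genes are therefore not independent of them, among them the choroid plexus, medial habenula, thalamus, glucocorticoid and clock lists. Their counts and p-values in part restate those tables. With gene families defined by symbol, 46 lists were tested with camera at a preset correlation of 0.01, and their p-values were adjusted over the 46 lists. Camera with an estimated correlation and fry were alternatives. The estimate was, for example, 0.43 for the choroid plexus list and 0.38 for the thalamus list. It was far above the preset there, so p-values at the preset treat genes that vary together as nearly independent. Genes were named by a rule written before the data were examined, when the values in the study's tables had been seen. It took every gene the study names, the 10 largest changes with non-overlapping groups and the 5 smallest p-values in each direction, and up to 4 members of each list described. The pathway tests of Table 2 were not repeated, since the pathway databases were not used here.

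The limma and camera steps were tested on simulated data with the mean levels of the 29489 clusters and the spread of these arrays, drawn without correlation between clusters. Of 50 clusters each changed by 1, -1, 2 and -2 on the log2 scale, 96%, 92%, 100% and 100% passed the study's thresholds, and 70%, 70%, 98% and 98% passed an adjusted p of 0.05. Of 29254 unchanged clusters, 0.735% passed the study's thresholds. A simulated list of 35 clusters that changed by -0.8 on the log2 scale had a camera p of 6.3e-60, or 4.6e-05 with an estimated correlation, and a list of 35 unchanged clusters had 0.48 and 0.46. Alternatives were the series matrix, renewed quantile normalization, median centring, another variance model, array weights, a filter on dim clusters, leaving out each array, the methods' t-test, Welch's version, all clusters, omission of lists of neighbouring tissue, and the choroid plexus list mean as a covariate. The arrays measure relative signal, no detection calls were used, and similar gene copies such as metallothioneins can share probes. The qRT-PCR and hearing measurements were not analysed here, and 1 gene result is not reported here.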

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

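The tests of tissue amounts, of the glucocorticoid response, of neuronal activity and of the hour of collection were chosen after the list results had been seen; the covariate test of the glucocorticoid list and the splits of the arrays were set before. The paper did not test the lists below, though it discusses stress hormones, lists circadian entrainment in Table 2 and names the choroid plexus as a site of KL. They moved as lists with camera at a preset correlation. With an estimated correlation the glucocorticoid and C2H2 zinc finger lists passed (camera, adjusted p = 0.038 and 0.023), and the others did not, with an adjusted p of 0.25 for the medial habenula and endothelium lists and 0.33 for the choroid plexus, thalamus, ependyma, clock and nuclear-retained lists. The single genes passed an adjusted p of 0.05 in limma.

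Choroid plexus markers were lower in the noise group by a mean of -0.842 on the log2 scale. The 3 noise arrays differed by 0.129 in the list mean and the control arrays by 1.05, more than the difference of 0.842 between the groups. A candidate explanation is that the dissected hippocampi held unequal amounts of choroid plexus: across the 35 markers, the difference between a pair of control arrays was set against that between the remaining control array and the noise mean, and r across genes was 0.82, 0.869 and 0.379 with control array 1, 2 and 6 as the remaining one. The median of 0.82 lay above the 0.473 at the 95th percentile of medians of 1000 random lists of like expression, while the value for control array 6 did not. Genes are not independent replicates. The random lists were matched on mean level only, while the markers had an estimated correlation between genes of 0.43. A list of genes that vary together for any reason could therefore pass, so this comparison does not single out the amount of tissue. The paper's qRT-PCR in other rats (Fig. 4) also has KL and SLC4A5 lower in the noise group, which a difference in dissection by chance among these 6 pools alone does not account for, while one that went with the group in both sets of rats was not tested. In the temporal cortex the paper found no difference in KL and SLC4A5. IGF2, also on this list, was lower in its hippocampal qRT-PCR but higher in the auditory cortex. An effect of noise on an unchanged amount of tissue cannot be told apart from this with the values at hand, since all noise arrays lay below all control arrays and the amount of tissue was not measured; the range of 1.05 among untreated controls is what such an effect would leave unexplained. Of the 10 splits of the arrays into 3 and 3, 1 (the real one) gave a shift as large, 0.842 against 0.694 in the highest other, and 10 splits are too few for a share under 0.05.

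The thalamus list shifted by -0.437 and medial habenula markers by -0.345. The same test on unequal tissue gave a median r of 0.254 for the thalamus list and 0.426 for the medial habenula list, within the 0.543 and 0.565 reached at the 95th percentile of random lists, so that neither tissue amount nor an effect of noise can be told apart for these lists. Of the 16 habenula markers, 13 had negative log2 fold changes and 3 positive ones, and the 6 with a limma p under 0.05 were lower. The paper's qRT-PCR in other rats also has CHRNA3, SLC5A7 and SYT9 of the habenula list and SLITRK6 of the thalamus list lower (Fig. 4). In its samples of temporal cortex SLC5A7 and SLITRK6 were lower too, while CHRNA3 and SYT9 were not different (Fig. 5). With the choroid plexus covariate the thalamus shift was -0.011, but that covariate overlaps with the group, so this value does not show a shared source. For the thalamus list 1 of 10 splits gave a shift as large, 0.437 against 0.396 in the highest other, too few splits for a share under 0.05.

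Glucocorticoid-induced genes shifted by 0.366. A glucocorticoid response is a candidate explanation: the 27 members outside the study's tables had a mean log2 fold change of 0.144, positive in 19 (camera, p = 0.00065; p = 0.019 with an estimated correlation). Of members the paper measured by qRT-PCR in other rats (Fig. 3), NFKBIA, DUSP1, MT1A, MT2A and MT1M were higher and PER1 was not different, and in the temporal cortex NFKBIA and the metallothioneins were higher and DUSP1 was not different (Fig. 5). Against this, the paper cites an earlier study in which corticosterone did not rise early after noise. It proposes that stress hormones might not be the only mechanism. Stronger neuronal activity stays open, with a mean of -0.104 over activity-regulated neuronal genes (camera, adjusted p = 0.21). In the paper, hearing was measured under anesthesia after the last exposure, and the rats were killed some hours later. These genes therefore need not report activity during the noise. An hour of collection that differed between the groups stays open too, where 5 clock genes had a limma p under 0.05. All 5 were higher and none was lower, whereas genes that peak at opposite hours were predicted to move in opposite directions, and the hours are not known here. With the choroid plexus covariate the shift was 0.345, between the bounds set in advance, so the choroid plexus signal as a partial source cannot be excluded. For this list 1 of 10 splits gave a shift as large, 0.366 against 0.157 in the highest other, too few for a share under 0.05.

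Circadian clock genes shifted by 0.175, ependyma markers by -0.14 (camera, adjusted p = 0.044, and 0.21, 0.10 and 0.17 without control array 1, noise array 3 and noise array 4, 0.23 over the brighter clusters and 0.056 with a trend and robust variance), endothelium and pericyte markers by -0.195, nuclear-retained and intron-detained transcripts by -0.199 and C2H2 zinc finger genes by -0.126. Mir384 had a log2 fold change of -2.16, Zfp36 of 1.46 and Ciart of 1.58. The mean of Mir384 lay below the array median of 5.05 in both groups.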

How the results depend on the processing

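No paired analysis was possible because the groups share only the replicate number 2. The series matrix, renewed quantile normalization and median centring move no log2 fold change by more than 0.0142 and so say nothing about stability. The counts of higher and lower genes at the study's thresholds, 61 and 136, were 20 and 67 over clusters at or above the median level, 39 and 82 with the methods' t-test, 32 and 63 with Welch's version, 171 and 260 over all clusters, and 217 and 193 with the choroid plexus covariate. The count past an adjusted p of 0.05, 3 with limma, was 12 with a trend and robust variance, 11 over the brighter clusters, 5 without the lists of neighbouring tissue, and 0 with the covariate, with the methods' t-test and with Welch's version; an unadjusted p under 0.05 was reached by 2985 clusters in limma and 2615 in the methods' t-test. Leaving out 1 array gave 74 to 146 higher genes, 139 to 231 lower genes and 0 to 2 past an adjusted p of 0.05. Without control arrays 1 and 2, chosen after the data were seen, there were 144 higher, 166 lower and 0 past an adjusted p; the lone control array is then assumed to vary like the others. All 119 entries of Tables S1 and S2 passed in limma and in the methods' t-test. With the choroid plexus covariate the log2 fold changes of Mfrp, F5 and Clic6 turned to 0.0927, 0.171 and 0.152 and the ependyma shift to 0.015. The covariate removes the choroid plexus list's own shift by construction. It also overlaps with the group, since every noise array had a lower list mean than every control array, so lost calls do not show a shared source. With an estimated correlation 10 list calls were lost, with fry 9, with the covariate 6 besides ependyma, over the brighter clusters 2 (ependyma and neurogenesis) and with a trend and robust variance 1 (ependyma, adjusted p = 0.056). Over the brighter clusters 3 lists gained a call, microRNA genes at a mean of 0.148, olfactory and vomeronasal receptors at 0.118 and ribosomal proteins at 0.0663. Of other splits of the 6 arrays, 1 of 10 (the real one) gave as many higher genes, 61 against 57 in the highest other, and 1 of 10 as many lower genes, 136 against 57, where the larger direction of each other split was taken, and 2 of 10 gave as many past an adjusted p, 3 against 3; 10 splits are too few for a share under 0.05. What signal over background limits was not measured, and 112 of the genes at the study's thresholds lie below the median level. For other causes, the cause was not tested.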

Differences from the paper's values

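The paper's count of upregulated annotated genes is 38, and limma gave 61 at the same thresholds. Of the alternatives set before the data were examined, the methods' t-test (39) and Welch's version (32) fell within 1.5 times of the paper's count, and the series matrix, renewed quantile normalization, median centring, trend and robust variance, array weights, the filter on dim clusters, the choroid plexus covariate, each left-out array, all clusters and the omission of neighbouring tissue lists did not. The paper's count of downregulated annotated genes is 81, and limma gave 136. The methods' t-test (82), Welch's version (63), the filter on dim clusters (67) and the omission of neighbouring tissue lists (110) fell within 1.5 times, and the others did not. The t-test, which the paper's methods name, gives 1 more gene in each direction than the paper; both clusters carry several symbols of uncharacterized genes.

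The paper's discussion states that KL showed the greatest decrease among the downregulated genes. Its results rank KL among genes measured by qRT-PCR, which is another measure in other rats, and its primers (Table 1) do not include Ttr or Otx2. In the array values Ttr, with a log2 fold change of -4.26, and Otx2, with -2.56, fell by more than Kl, with -2.48, though Otx2 is not in Table S2, did not pass with the methods' t-test, by which Kl had rank 2 after Ttr, and fell by less than Kl without control array 2 (-1.96 against -2.40) and without noise array 3 (-2.18 against -2.38); for Fos, named as the greatest increase, the rank was 1 here too. In the qRT-PCR of Fig. 3, made in other rats, the paper gives a lower level of COLEC10 in the noise group, which its legend counts among the genes without a difference, and no difference for PER1, SLPI and EGR1. On the arrays Colec10, Per1, Slpi and Egr1 were higher, with log2 fold changes of 0.76, 0.88, 0.87 and 0.61. The paper states that NFκB pathway genes were upregulated. Its Table 2 has NFKBIA and FOS in a pathway of NFκB induction, and its qRT-PCR in other rats had both higher. A count over a list of 24 pathway genes, which does not hold Fos, is another measure. Of these 24 genes 1 was higher and 23 did not pass, and Nfkbia had a log2 fold change of 1.14.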

Other observations

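C2H2 zinc finger genes, a large family of transcription factors, were lower: of 345, 19 were lower, 1 was higher and 325 did not pass at the study's thresholds, with 5 lower and 1 higher when adjusted over the list alone. Their mean log2 fold change was -0.126 (camera, adjusted p = 1.1e-05; adjusted p = 0.023 with an estimated correlation), and the 331 outside the study's tables had a mean of -0.104. Zfp248 had a log2 fold change of -1.02 and Zfp667 of -0.76; the higher one, Zfp36, is named like the family but binds RNA through another kind of zinc finger. Of 22 nuclear-retained and intron-detained transcripts, 3 were lower and none was higher, with Clk1, Cwc22 and Wsb1 at -1.15, -0.90 and -0.62 (camera, adjusted p = 0.0016; adjusted p = 0.33 with an estimated correlation). These 3 are in the study's tables, and the other 19 had a mean of -0.09. Wsb1 missed the fold threshold without control array 1 or noise array 3, at -0.58 and -0.57, and with the choroid plexus covariate, at -0.55. Of 16 endothelium and pericyte markers, 1 was lower, Sox18 at -0.81 (-0.65 and not past the thresholds with the choroid plexus covariate), and 2 were lower when adjusted over the list alone (camera, adjusted p = 0.00088; adjusted p = 0.25 with an estimated correlation and 0.15 with the covariate).

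Markers of hippocampal cell types moved little. Mean log2 fold changes were 0.03 for CA3 pyramidal neurons, 0.02 for CA1 pyramidal neurons, -0.03 for dentate granule cells, 0.03 for GABAergic neurons and 0.005 for oligodendrocytes, and no member of these lists passed the study's thresholds. Of 10 genes listed from the discussion of stress, 1 was higher, 2 were lower and 7 did not pass at the study's thresholds, with 1 higher and 3 lower when adjusted over the list alone (camera, adjusted p = 0.18). Nfkbia was higher at 1.14, Ttr and Npas4 were lower at -4.26 and -0.69, and Nfkb1, Rela, Ndufb9, Ndufa6, Gh1, Prl and Rab6a had log2 fold changes of -0.47, 0.07, -0.02, -0.18, -0.12, 0.06 and -0.08. The discussion names Ttr among genes that acute restraint raised and Npas4 as one that chronic restraint lowered.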
